# Metabolic Profiling and Transcriptome Analysis Reveal the Key Role of Flavonoids in Internode Coloration of *Phyllostachys violascens* cv. Viridisulcata

**DOI:** 10.3389/fpls.2021.788895

**Published:** 2022-01-28

**Authors:** Han-tian Wei, Dan Hou, Muhammad Furqan Ashraf, Hai-Wen Lu, Juan Zhuo, Jia-long Pei, Qi-xia Qian

**Keywords:** bamboo, internode coloration, metabolic, transcriptome, flavonoids

## Abstract

Bamboo, being an ornamental plant, has myriad aesthetic and economic significance. Particularly, *Phyllostachys violascens* cv. Viridisulcata contains an internode color phenotype in variation in green and yellow color between the sulcus and culm, respectively. This color variation is unique, but the underlying regulatory mechanism is still unknown. In this study, we used metabolomic and transcriptomic strategies to reveal the underlying mechanism of variation in internode color. A total of 81 metabolites were identified, and among those, prunin as a flavanone and rhoifolin as a flavone were discovered at a high level in the culm. We also found 424 differentially expressed genes and investigated three genes (*PvGL*, *PvUF7GT*, and *PvC12RT1*) that might be involved in prunin or rhoifolin biosynthesis. Their validation by qRT-PCR confirmed high transcript levels in the culm. The results revealed that *PvGL*, *PvUF7GT*, and *PvC12RT1* might promote the accumulation of prunin and rhoifolin which were responsible for the variation in internode color of *P. violascens*. Our study also provides a glimpse into phenotypic coloration and is also a valuable resource for future studies.

## Introduction

Bamboo (Bambusoideae) belongs to the Poaceae and is a woody grass broadly cultivated in the temperate, subtropical, and tropical regions between 46° N and 47° S. China is the central place of cultivation and is also known as the “Kingdom of Bamboo,” with more than 34 genera and 534 species (McDowell et al., 2015; Liu et al., 2018; Cai et al., 2019). As a non-timber forest resource, bamboo can be processed into many products, such as furniture, paper, and various crafts (Sharma et al., 2015). Around 2.5 billion people are directly producing and consuming bamboo, and its international trade reached US**$** 68.8 billion (Ye et al., 2020). Bamboo species are designated as “green gold,” with myriad cultural, aesthetic, economic, and technology development significance, and have a special place among traditional ornamental plants in garden landscapes in Asia (Zheng et al., 2021).

Naturally, the colorful internode shape is special and stable among few bamboo species. For instance, *Phyllostachys violascens* cv. Viridisulcata exhibits variation in internode color and is recognized as an ornamental plant in China (Lin et al., 2008, 2011). Bamboo internode color variation is very common in nature, as reported in *P. vivax* cv. Aureocaulis (Xia et al., 2015) and *P. edulis* cv. Tao Kiang (Jin and Yuan, 2011). Interestingly, there exists a stable and special type of internode color variation in nature, the green sulcus with yellow culm, respectively. This color pattern occurs in many bamboo types, such as *P. aureosulcata* cv. Spectabilis, *P. sulphurea* cv. Robert Young, and *P. violascens* cv. Viridisulcata (Lin et al., 2011; Recht and Wetterwald, 2015). The coloration attribute of plants is associated with pigment biosynthesis, catabolism, and finally accumulation in determining the plant appearance (Allan et al., 2008). The main pigments in plants are flavonoids, chlorophylls, carotenoids, and betalains that can help the plants to develop their characteristic color (Tanaka et al., 2008; Cazzonelli, 2011; Gandia-Herrero and Garcia-Carmona, 2013; Zepka et al., 2019). However, the underlying regulatory mechanism of bamboo internode pigmentation remains poorly unknown.

Flavonoids are among the key secondary metabolites present in different plants; they create color variations with different shades such as pale-yellow to blue and are synthesized within plant parts (e.g., leaves, bark, stems, flowers, and seeds) and also participate in the plant defense against stressors (Koes et al., 2005; Carrier et al., 2013; Panche et al., 2016). Flavonoids can be subdivided into different subgroups, and there are flavones, flavonols, flavanones, flavanonols, flavanols or catechins, anthocyanins, and chalcones (Cassidy and Minihane, 2017; Shi et al., 2021). During early flavonoid biosynthesis, phenylalanine precursor is first delivered to cinnamic acid by the action of phenylalanine-ammonia lyases (PAL) and then to chalcone synthase (CHS), catalyzing the reactions using the three and one units of malonyl-CoA and CoA-ester, respectively, to produce naringenin chalcone (Tanaka et al., 2008). Flavanone (Ferrer et al., 2008; Vogt, 2010) is generated by the isomerization of chalcone *via* chalcone flavanone isomerase (CHI). As the subgroups of flavonoids, flavanone and flavone have a common naringenin chalcone intermediate to produce prunin and rhoifolin using naringenin and apigenin, respectively (Refaat et al., 2015; Jung et al., 2017). Apigenin is converted to comosin by flavone-7-*O*-beta-glucosyltransferase (UF7GT). Rhoifolin synthesis uses the formal reaction product (i.e., comosin) by flavanone-7-*O*-glucoside 2″-*O*-beta-l-rhamnosyltransferase (C12RT1) (Kumar et al., 2013; Lou et al., 2014). Prunin is also generated from naringenin by flavanone-7-*O*-beta-glucosyltransferase (GL) before naringin, which is considered the final metabolite (Tao et al., 2017).

In *Arabidopsis*, R2R3-MYB proteins MYB11, MYB12, and MYB111 regulated early flavonoid biosynthetic steps by activating the early flavonoid biosynthetic genes CHS, CHI, F3H, and FLS1 (Mehrtens et al., 2005; Stracke et al., 2007; Zhou et al., 2019). Several late flavonoid biosynthetic genes, such as *DFR*, *LODX*, *ANR*, and *TT2*, are activated by the MYB-bHLH-WD40 (MBW) ternary transcriptional complex comprising three classes of regulatory proteins, including R2R3-MYBs, bHLHs, and WD40s (Nesi et al., 2002; Appelhagen et al., 2011). In addition, TCP3 could interact with R2R3-MYB proteins and promote flavonoid biosynthesis (Li and Zachgo, 2013).

Currently, transcriptome and metabolome technologies greatly help in unmasking the hidden facts behind the phenotypes in plants. Many researchers have used these technologies to understand the color mutations/variations in different types of plants and/or parts (Tanaka et al., 2008; Wang et al., 2010; Glover and Martin, 2012; Karlova et al., 2014). For instance, the possible molecular mechanisms of litchi fruit surface coloration were determined using the transcriptome approach to obtain litchi pericarp-related data (Tanaka et al., 2008). Similarly, data analysis of the metabolome and transcriptome of peel color (green and purple) changes in fig fruit revealed the novel flavonoids and the other genetic factors that regulate peel color variation (Wang et al., 2017). Studies on color changes have found, in addition to the abovementioned flavonoids, that genes encoding enzymes participate in modulating the biosynthesis of secondary metabolites and color variations. However, the pattern-related coordination networks of bamboo internode color change and paths that metabolites and genes/TFs adopt for a transcription regulation mechanism remain to be elucidated.

In this study, we used metabolome as well as transcriptome comparisons of the green sulcus and yellow culm of *P. violascens* to reveal the internode color pattern in bamboo. The results suggested that *PvGL*, *PvUF7GT*, and *PvC12RT1* may influence bamboo internode coloration by regulating the accumulation of prunin and rhoifolin. Our studies also support a valuable resource about metabolome and transcriptome analysis for exploiting the possible regulatory mechanism about bamboo internode coloration.

## Materials and Methods

### Plant Materials

*Phyllostachys violascens* was cultivated and maintained in the Bamboo Garden of Zhejiang Agriculture and Forestry University (ZAFU), Zhejiang Province, China (30°15′N, 119°43′E). The cultivated place belongs to the mid subtropical monsoon climate zone with four distinct seasons. The annual rainfall is 1,628.6 mm, and the annual average temperature is 16.4°C. We set up three biological replicates for sampling that had uniform sizes at the height of 3 m. Sampling was carried out from the middle of a bamboo plant (with maximum internode length for the representative samples) on April 24, 2019. Quickly, all samples were sterilized with 75% ethanol and stored in liquid nitrogen.

### Measurement of Total Flavonoid Contents

The spectrophotometric method was used to determine total flavonoid contents (Shi et al., 2012; He et al., 2018). In brief, the rutin solution was prepared using methanol and anhydrous rutin after ultrasonic mixing, which was used as a reference solution. The volume of the 70% methanol solution was 10 ml for extracting the flavonoids using the ground sample, and then samples were placed into a hot water bath at 70^°^C for 20 min. After extracting, the sample solution was centrifuged at 4,000 × *g* for 10 min, and the total 10 ml volume was adjusted using 70% methanol solution. After volume calibration, we used the 1 ml sample solution and added 0.5 ml of 5% NaNO_2_ and 0.5 ml of 10% AlCl_3_ solutions one by one, set for 6 min, then added 4 ml of 4% sodium hydroxide solution, and kept the whole solution for 15 min after shaking. For control or blank, we used the respective reagent solution in the flask. Then, each solution was used to calculate the values with the UV-visible spectrophotometer and led to the standard curve computation. The flavonoid content was calculated using the following linear equation based on the calibration curve: *A* = 2.091 *C*-0.09 (*R*^2^ = 0.999), where *A* is the absorbance and *C* is the flavonoid content in mg*ml^–1^.

### Measurement of Chlorophyll and Carotenoid Contents

Chlorophyll and carotenoid contents were measured using the spectrophotometric method (Lichtenthaler and Buschmann, 2001). The ground samples were extracted in 95% ethanol at room temperature after centrifugation. The absorption of pigments was measured at 665, 645, and 470 nm using a UV-visible spectrophotometer.

### Transcriptomics

For total RNA extraction, we followed the protocol (Hou et al., 2020) as described in the RNAiso Plus Kit (TaKaRa, Beijing, China). The quality and quantity of total RNAs were ensured using the NanoPhotometer spectrophotometer (IMPLEN, California, United States) and electrophoresis (1% agarose gel), respectively. Then, libraries were synthesized using the NEBNext Ultra™ RNA Library Prep Kit for Illumina (NEB, Massachusetts, United States). These constructed libraries were sequenced using the Illumina HiSeq forum to obtain paired-end reads (150 bp). After quality control (QC), transcriptome data were further handled and assembled by following the procedure described by Grabherr et al. (2011) using Trinity version 2.8.4. Assembled results by Trinity were processed using Corset as described by Davidson and Oshlack (2014). To confirm the completeness of the transcriptome assemblies, we used the Benchmarking Universal Single-Copy Orthologs (BUSCO version 5.2.2) program (Waterhouse et al., 2018) by finding the conserved orthologous genes among transcriptome assemblies (Supplementary Figure 4A). 

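The first component of log2 CPM, the counts scaled to library size on the log2 scale, held 55.2% of the variance among the 6 libraries, 3 from the green sulcus and 3 from the yellow culm. It was computed from the 31936 unigenes with enough counts, with the scaling by the TMM method of edgeR and a prior count of 2. Of the sum of squares of this component, 99.0% lay between replicate numbers and 0.873% between tissues. The second component held 24.5% of the variance, and 96.8% of its sum of squares lay between replicate numbers. The tissues differed most on the third component, which held 9.54% of the variance, with 62.4% of its sum of squares between sulcus and culm. Over all components, 8.75% of the variance lay between tissues, where chance gives 20%, and 78.8% between replicate numbers, where chance gives 40%. Sulcus and culm libraries with the same replicate number thus lay closer to each other than to the other replicates of their own tissue. The share of the first component moved most when only the 500 most variable unigenes were used, to 77.4%.

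**Figure D1:**
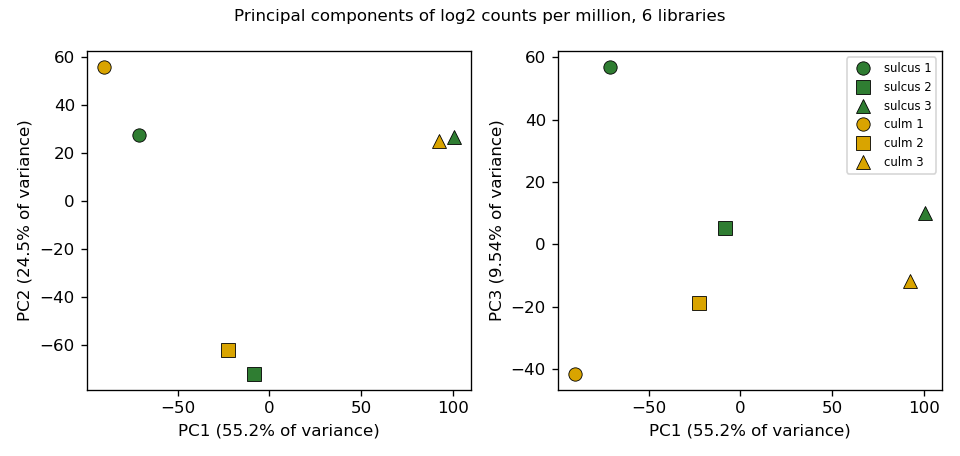
Scores of the 6 libraries on the first component (PC1, 55.2% of variance) against the second (PC2, 24.5%, left) and the third (PC3, 9.54%, right), computed from log2 CPM; each point is 1 library, its color gives the tissue and its shape the replicate number. Points of the same shape lie near each other on the left, at −71.2 and −90.2 on PC1 for replicate 1 and at 100.3 and 92.2 for replicate 3, and on PC3 the sulcus library lies above the culm library in each of the 3 same-numbered pairs.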

Principal component analysis (PCA) involved using two datasets (one from culm and another from sulcus) after using the normalized-read-count values (Supplementary Figure 4B). Then, we annotated the unigenes using the BLASTX function with the E ≤ 10^–5^ threshold value against diversified databases {i.e., NCBI with non-redundant [protein (Nr) and nucleotide (Nt) sequences]}, Kyoto Encyclopedia of Genes and Genomes (KEGG), Swiss-Prot/UniProt, Eukaryotic Orthologous Group (KOG), as well as Gene Ontology (GO) databases (Supplementary Figure 7). Furthermore, significantly differential expression was determined using sequenced reads with the DESeq2 R package (Love et al., 2014) and padj < 0.05 with | log2FoldChange| > 1, which was set as the threshold during data analysis (Supplementary Figure 5 and Supplementary Table 5).

### Metabolomics

All samples were ground into powder using liquid nitrogen. Homogenized samples were treated with *n*-hexane:acetone:ethanol (2:1:1, v/v/v) mixture followed by 30 s vortexing to get a well-mixed extract. This extract was ultrasound-assisted at 25°C for 20 min and then centrifuged at maximum speed (approximately ≥ 14,000 rpm) for 5 min. We repeated this abovementioned step for the supernatant collection that was dried by evaporating liquid under a stream of nitrogen gas. Afterward, 75% methanol was used to reconstitute the residues. Then, the supernatant was obtained by centrifuging the solution to investigate the liquid chromatography (LC) using a tandem-mass-spectrometry (LC-MS/MS) analyzer. LC-MS/MS analyses involved using the Vanquish UHPLC system (Thermo Fisher, Shanghai, China) coupled with an Orbitrap Q Exactive series mass spectrometer (Thermo Fisher, Shanghai, China). Samples were injected onto a Hyperil Gold column (100 mm × 2.1 mm, 1.9 μm) using a 16-min linear gradient at a flow rate of 0.2 ml/min. The eluents for the positive polarity mode were eluent A (0.1% FA in water) and eluent B (methanol). The eluents for the negative polarity mode were eluent A (5 mM ammonium acetate, pH 9.0) and eluent B (methanol). The solvent gradient was set as follows: 2% B, 1.5 min; 2–100% B, 12.0 min; 100% B, 14.0 min; 100–2% B, 14.1 min; 2% B, 16 min. The Q Exactive mass spectrometer was operated in a positive/negative polarity mode with a spray voltage of 3.2 kV, capillary temperature of 320°C, sheath gas flow rate of 35 arb, and aux gas flow rate of 10 arb. Compound Discoverer 3.0 (CD 3.0, Thermo Fisher) was used to process the raw data generated by UHPLC-MS/MS. The main parameters were set as follows: retention time tolerance, 0.2 min; actual mass tolerance, 5 ppm; signal intensity tolerance, 30%; signal/noise ratio, 3; and minimum intensity, 1,00,000. After normalization of peak intensities, we determined the peak alignment by mzCloud^1^ and ChemSpider^2^ database to obtain the accurate qualitative and relative quantitative results. The Pearson correlation between differential metabolites was analyzed by cor () in R language (Supplementary Figure 2) and PCA was also involved between two datasets (Supplementary Figure 3). Metabolites were annotated using different databases (Supplementary Figure 6), such as the KEGG,^3^ HMDB,^4^ and Lipidmaps databases.^5^ The metabolites with VIP > 1 and *p*-value < 0.05 and fold change ≥ 2 or FC ≤ 0.5 were considered to be differential metabolites. About metabolic pathway enrichment, metabolic pathways were considered as enrichment only when the *p*-value of metabolic pathway < 0.05, and metabolic pathways were considered as statistically significant enrichment (Supplementary Table 8 and Supplementary Figure 8).

### Quantitative Real-Time PCR

The expression profiles of the key genes related to the biosynthesis of flavonoids were validated using qRT-PCR; details of the primers are in Supplementary Figure 9 and Supplementary Table 7. Data analysis involved the 2^–ΔΔCT^ method as described by Schmittgen and Livak (2008), and the reference gene was actin expression (Fan et al., 2013; Hou et al., 2021).

### Data Availability

The metabolomic data are available in the MetaboLights repository under the accession number MTBLS3970.^6^ The sequencing raw data and files related to the gene abundance analysis in this study were deposited in NCBI, Gene Expression Omnibus (GEO), and accessible with the GEO Series accession number GSE157799.^7^

## Results

### Phenotype Examination and Analysis

Globally, bamboo species have been used as ornamental plants. To investigate the changing color pattern of bamboo internodes, we focused on *P. violascens*, which is extensively planted in gardens, to examine the alternating color phenotype differences between culm and sulcus, which are green and yellow, respectively (Figures 1A,B). This unique phenomenon in bamboo implies that pigment variations are affected by the accumulation of various flavonoids. Hence, we found more contents of total flavonoids in the culm as compared to the sulcus (Figure 1C). In contrast, carotenoid and chlorophyll contents were lower in sulcus than culm, which was almost negligible (Figure 1D). From these results, we hypothesized that the accumulation of flavonoids, chlorophyll, and carotenoids might contribute to the internode color changes.

**FIGURE 1:**
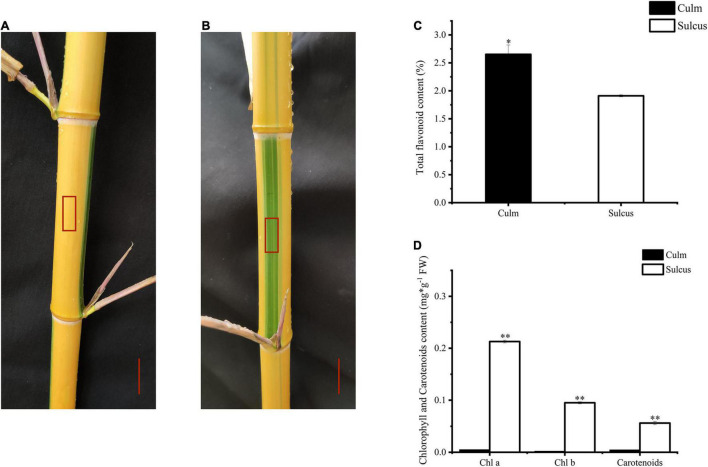
Color phenotype variations in *Phyllostachys violascens* cv. Viridisulcata. Culm **(A)** and sulcus **(B)** in internodes of *P. violascens*, highlighted as a red rectangle. The red scale was 2 cm. Total flavonoid content **(C)** and chlorophyll and carotenoid contents **(D)** in sulcus and culm of *P. violasce*ns. The significant differences were determined by one-way ANOVA with Duncan post-hoc test (*P < 0.05, **P < 0.01).

### Metabolome Analysis

Color variations in the culm and sulcus of bamboo internodes imply that metabolic variations are involved in developing phenotypic changes. To test this probability, we used metabolome analysis, after ensuring the quality feature of the non-targeted metabolomics such as the PCA outcomes and strong correlation between the QC samples (Supplementary Figures 2, 3). Our data analysis revealed 846 and 566 metabolites in both tissues under positive and negative ionization modes, respectively. Also, 81 metabolites showed significant (*p* < 0.05) changes in both tissues under the two modes (Supplementary Table 1). Later, annotated data confirmed that most of the metabolites were related to the metabolism of plant secondary metabolites. In this study, we also listed the information of the top twenty differential metabolites that detected higher in culm of *P. violascens* (Supplementary Table 2). In total, 20 and 25 metabolites from positive and negative ionization modes, respectively, were annotated to the global-and-overview maps and were related to the synthesis of secondary metabolites, except for metabolites that also linked to the lipid biosynthesis (Supplementary Figures 6A,B).

### Comparison of Enriched Biological Processes at the Metabolome and Transcriptome Levels

To estimate the flavonoid biosynthesis pathways that can participate in defining the phenotype of color variation, we focused on the metabolome and transcriptome levels to determine the types of biosynthesis pathways. In this study, short-read sequences were processed using the Trinity program (Supplementary Table 3), and 44,787 unigenes were annotated using the BLASTX against diversified databases (Supplementary Table 4). 

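The transcriptome was read by Illumina sequencing of RNA from the sulcus, the green groove of the internode, and from the yellow culm around it, with 3 biological replicates of each tissue. Tissue and color are those of the sample labels. The authors assembled the reads into contigs without a reference genome, grouped the contigs into unigenes, and deposited estimated counts of reads for each unigene in each library, without normalization. The table held 63776 unigenes, of which 290 had a count of 0 in all 6 libraries. Reads that match several unigenes can be divided between them, and between 10.7% and 12.5% of the values in a library were not whole numbers. The total counts were 16405396, 19434666 and 18508568 in sulcus replicates 1, 2 and 3, with a median of 18508568. In culm replicates 1, 2 and 3 they were 18875469, 19933993 and 22505338, with a median of 19933993. The most abundant unigene took between 1.58% and 2.83% of a library's counts. Counts were rounded to whole numbers, and unigenes were kept by the filterByExpr function of edgeR with a minimum count of 10. The culm was compared with the sulcus by edgeR's quasi-likelihood test without a term for the replicate number, and p was adjusted by the Benjamini-Hochberg method over all unigenes kept. Log2 fold changes are culm minus sulcus throughout, so that a positive value is higher in the culm. Without a genome the unigenes have no chromosome position, and their names come from the paper's matches to sequences of other species.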

The expression levels of total unigenes were shown in the volcano plot (Supplementary Figure 5). 

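With an adjusted p under 0.05 and a log2 fold change beyond 1 in either direction, the thresholds of the paper's methods, edgeR's quasi-likelihood test called 0 unigenes higher and 0 lower in the culm. The smallest adjusted p of edgeR was 0.0649. At an unadjusted p under 0.05 and the same fold change limit, edgeR called 108 unigenes higher and 83 lower. In all, 440 unigenes, or 1.38% of those tested, had an unadjusted p under 0.05, and with the replicate number as a block 2498 did. DESeq2, the tool of the paper's methods, called 10 unigenes higher and 18 lower with its adjusted p, and limma voom called 0 in either direction. Same-numbered sulcus and culm libraries deviated from their tissue means together, and with the replicate number as a block edgeR called 22 unigenes higher and 19 lower. The block in DESeq2 moved the counts most among the alternatives with an adjusted p, to 65 higher and 31 lower. The calls of both blocked tests shared 38 unigenes, 19 in each direction. The dispersion between libraries of a tissue, as the common biological coefficient of variation of edgeR, was 0.403 without the block and 0.146 with it.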

We functionally characterized the assembled transcripts using the GO and KOG database and provided a description for molecular and biological functions as well as cellular components related to gene products (Supplementary Figures 7A,B). We revealed two distinctive flavonoid responsible pathways, namely, flavonols and flavone, as well as flavonoid biosynthesis, using KEGG abundance analysis at the metabolite level, which displayed a clear significant level among the two tissues (Supplementary Figure 8). In the flavonoid synthesis pathway, we detected faint contents of naringenin, prunin, and rhoifolin in the sulcus. In contrast, the contents of prunin and rhoifolin were visible in culm (Figure 2C). Notably, prunin and rhoifolin belong to the flavonoids that are the major class of the plant secondary metabolites. Our results revealed a clear difference between prunin and rhoifolin contents among both tissues, which might play a critical role in the color phenotype alterations in the internodes of bamboo.

**FIGURE 2:**
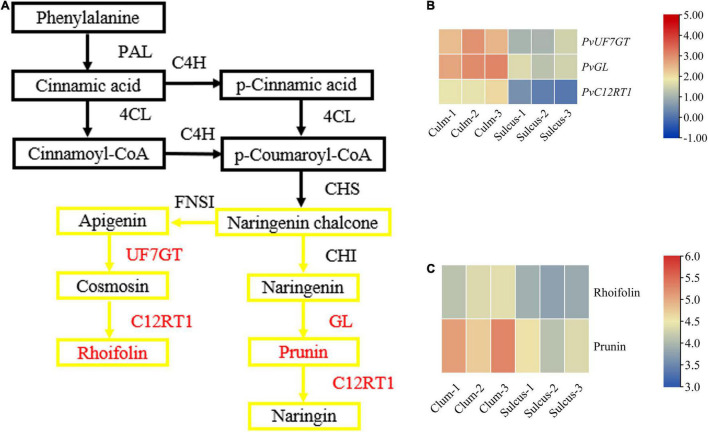
The key genes and metabolites related to the flavonoid pathway. A branch of the flavonoid biosynthesis pathway **(A)** with relative expression of key genes **(B)** and contents of metabolites **(C)**. The red color indicates the differentially expressed genes, and the yellow box indicates the involved flavonoids. Metabolic pathway adapted from Ishihara et al. (2015) and amendments involved displaying the newly identified genes and metabolites under this study and the Kyoto Encyclopedia of Genes and Genomes (KEGG) portal used for analysis.

### Flavonoid Biosynthesis May Contribute to Internode Color Variation in Bamboo

The flavonoid pathway is the main secondary metabolism in plants, and the responsible genes encoding the vital enzymes are the central focus in exploiting this novel pathway. We verified that various types of flavonoids accumulate between both tissues of bamboo and help describe the coloration phenotype changes in internodes. Also, we showed the expression of key genes and metabolites involved in the flavonoid synthesis pathway (Figure 2 and Supplementary Table 6), which might participate during internode coloration. 

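Outside the phenylalanine ammonia-lyase unigenes and PvUF7GT, PvGL and PvC12RT1, Supplementary Table 6 lists further unigenes that the paper sets in the flavonoid pathway. 4CL (Cluster-4806.43335, 4-coumarate-CoA ligase) had counts of 17, 12 and 25 in sulcus replicates 1 to 3 and of 126, 27 and 50 in culm replicates 1 to 3. Its log2 fold change was 1.76 (standard error 0.66, adjusted p = 1.00 from edgeR), it was higher in the culm in 3 of 3 same-numbered pairs, and it fell to 0.83 without culm replicate 1. C4H (Cluster-4806.38638, trans-cinnamate 4-monooxygenase) had counts of 14, 16 and 6 in sulcus and of 193, 25 and 15 in culm. The log2 fold change of C4H was 2.59 (standard error 1.09, adjusted p = 1.00 from edgeR), it was higher in the culm in 3 of 3 pairs, and without culm replicate 1 it was 0.54. With the replicate number as a block, 4CL had a log2 fold change of 1.55 (standard error 0.40, unadjusted p = 0.00424 and adjusted p = 0.298 from edgeR) and C4H one of 2.05 (standard error 0.56, unadjusted p = 0.00543 and adjusted p = 0.327 from edgeR); adjusted over the list of the pathway alone, p was 0.0489 for both from edgeR. F3H (Cluster-8041.0), with counts of 7, 1 and 1 in sulcus and of 11, 7 and 12 in culm, did not pass the filter on low counts and was not tested by edgeR; it was higher in the culm in 3 of 3 pairs (exact two-sided permutation test between tissues, p = 0.2). CAD, CCR, C3H, CCoAOMT, F5H and HCT had log2 fold changes between −0.50 for CCR and 0.0086 for CCoAOMT, each smaller than its standard error without a term for the replicate number. With the replicate number as a block, those of CCR (−0.57, standard error 0.23, unadjusted p = 0.0336 and adjusted p = 0.581 from edgeR), C3H (−0.24, standard error 0.16) and HCT (−0.115, standard error 0.114) were larger than their standard errors. Without the block and with 1 library left out, CCR lay between −1.05 (without culm replicate 2) and −0.075 (without sulcus replicate 3). C3H (Cluster-4806.17937) carries the KEGG description butyrate response factor 1 in Supplementary Table 6. F5H varied far more between replicate numbers than between tissues, with 151, 425 and 1585 CPM in sulcus replicates 1 to 3 and 138, 399 and 1480 in culm.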

The contents of prunin (Com_1145_neg) and rhoifolin (Com_1259_neg) metabolites were high in the culm: 5.37− and 2.86-fold change, respectively (Supplementary Table 1). These results suggested that both metabolites may cause these color variations, being products of the flavonoid pathway. However, we identified only three unigenes involved in prunin and rhoifolin biosynthesis, and their expression was more prominent in culm (Supplementary Table 5). These genes were *PvGL* (Cluster-4806.15107), *PvUF7GT* (Cluster-4806.39584), and *PvC12RT1* (Cluster-4806.1905), and their fold change was 1.47, 1.32, and 5.43, respectively. Additionally, we quantified the expression of *PvGL*, *PvUF7GT*, and *PvC12RT1* using qRT-PCR and analyzed results that were consistent with transcript levels in the culm (Supplementary Figure 9). 

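The counts of PvGL were 661, 1291 and 932 in sulcus replicates 1 to 3 and 499, 1297 and 1065 in culm replicates 1 to 3. Scaled to library size (CPM), these are 52.2 ± 12.7 in sulcus (SD, n = 3) and 46.7 ± 21.2 in culm (SD, n = 3). PvUF7GT had counts of 204, 264 and 848 in sulcus and of 260, 326 and 1097 in culm, which are 23.9 ± 18.8 and 25.9 ± 18.1 CPM (SD, n = 3 each). For PvC12RT1 the counts were 69, 143 and 71 in sulcus and 63, 124 and 58 in culm, or 5.12 ± 1.90 and 4.11 ± 2.16 CPM (SD, n = 3 each). For each of the 3 unigenes the difference between the tissue means was smaller than the SD within either tissue. Within same-numbered pairs, PvGL was higher in the culm in 1 of 3 pairs, PvUF7GT in 3 of 3 and PvC12RT1 in 0 of 3. Exact two-sided permutation tests on the log2 CPM, with 0.01 added to each CPM, gave p = 0.7 for PvGL, 0.5 for PvUF7GT and 0.4 for PvC12RT1. With 3 libraries against 3 they cannot give a p under 0.1.

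**Figure D2:**
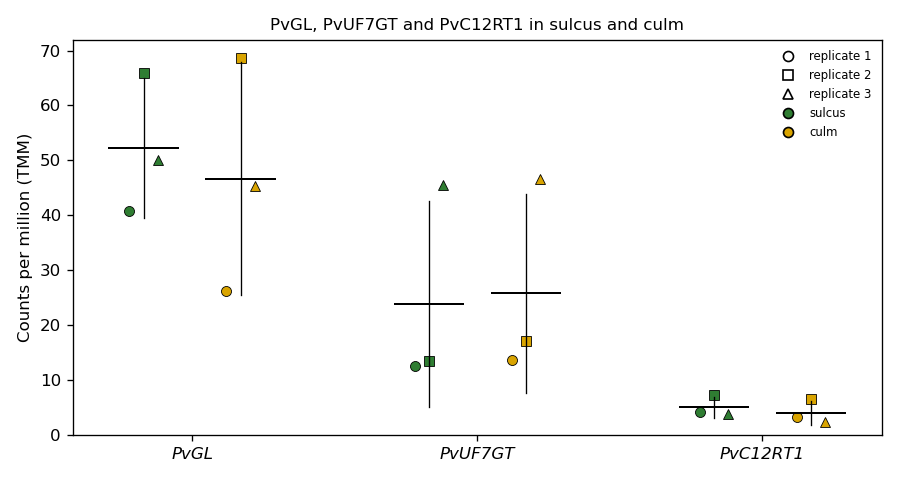
TMM-scaled CPM (vertical axis) of PvGL, PvUF7GT and PvC12RT1 in the 3 sulcus (green) and 3 culm (yellow) libraries; each point is 1 library, its shape gives the replicate number, horizontal lines are means and vertical lines extend 1 SD to either side. The values of sulcus and culm overlap for each unigene, and the replicate 3 libraries of PvUF7GT lie at 45.5 in sulcus and 46.6 in culm, above the other replicates of both tissues.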

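The log2 fold change of PvGL was −0.16 (standard error 0.37, adjusted p = 1.00 from edgeR). For PvUF7GT it was 0.12 (standard error 0.67) and for PvC12RT1 −0.32 (standard error 0.45), with an adjusted p of 1.00 from edgeR for each. On the linear scale these are ratios of culm to sulcus of 0.894 for PvGL, 1.08 for PvUF7GT and 0.801 for PvC12RT1. With each library left out in turn, the log2 fold change ranged from −0.56 to 0.12 for PvGL, from −0.63 to 0.98 for PvUF7GT and from −0.84 to 0.022 for PvC12RT1. The direction changed for PvGL without sulcus replicate 2 (0.036) or culm replicate 1 (0.12), and for PvC12RT1 without sulcus replicate 2. For PvUF7GT it changed without sulcus replicate 1 (−0.19), sulcus replicate 2 (−0.18) or culm replicate 3. Of the variance of PvUF7GT, 98.2% lay between replicate numbers, which a left-out library unbalances, and its log2 differences within the same-numbered pairs were 0.12, 0.35 and 0.034. With the replicate number as a block in edgeR, the log2 fold changes were −0.23 (standard error 0.14, unadjusted p = 0.126) for PvGL, 0.16 (standard error 0.12, 0.194) for PvUF7GT and −0.37 (standard error 0.20, 0.102) for PvC12RT1. The smallest adjusted p of the 3 unigenes over all alternatives was 0.725.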

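The phenylalanine ammonia-lyase unigene PvPAL1 (Cluster-4806.23860) was the most abundant unigene of the libraries, with 22548 ± 4856 CPM in sulcus and 20428 ± 4253 in culm (SD, n = 3 each). Its log2 fold change was −0.14 (standard error 0.52). PvPAL2 (Cluster-4806.23845) had 4166 ± 1142 CPM in sulcus and 3529 ± 790.3 in culm, with a log2 fold change of −0.24 (standard error 0.36). PvPAL3 (Cluster-4806.23685) had 731 ± 143 and 553 ± 257, with a log2 fold change of −0.40 (standard error 0.36). With 1 library left out, that of PvPAL3 lay between −0.86 (without culm replicate 2) and −0.18 (without culm replicate 1). The deposited counts of PvPAL2 and PvPAL3 held fractions, so reads could have been divided among similar unigenes and the single values are uncertain. The chalcone synthase unigene PvCHS (Cluster-4806.23668) had 215 ± 52.0 CPM in sulcus and 265 ± 30.1 in culm, a log2 fold change of 0.30 (standard error 0.22). The chalcone isomerase unigene PvCHI2 (Cluster-4806.22360) had 939 ± 97.4 and 889 ± 202, a log2 fold change of −0.078 (standard error 0.25). PvCHI1 (Cluster-4806.32441), which Supplementary Table 5 matches to an anthocyanidin 5,3-O-glucosyltransferase, had counts of 204, 320 and 255 in sulcus replicates 1 to 3 and of 1333, 556 and 229 in culm replicates 1 to 3. The log2 fold change of PvCHI1 was 1.36 (standard error 0.64), and without culm replicate 1 it was 0.46. All of these unigenes had an adjusted p of 1.00 from edgeR's quasi-likelihood test. With the replicate number as a block, PvPAL3 had a log2 fold change of −0.48 (standard error 0.20, unadjusted p = 0.0399 and adjusted p = 0.604 from edgeR). Counts of PvCHI2 (17498.3 in culm replicate 3), PvGL (661.02 in sulcus replicate 1) and HCT (4891.01 in sulcus replicate 2) also held fractions. The caution for PvPAL2 and PvPAL3 applies to these unigenes too.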

The expression of *PvPAL1-3* (Cluster-4806.23860, Cluster-4806.23845, and Cluster-4806.23685), *PvCHI1-2* (Cluster-4806.32441 and Cluster-4806.22360), and *PvCHS* (Cluster-4806.23668) were also high but did not show changed expression between sulcus and culm. Overall, our results suggest that the *PvGL*, *PvUF7GT*, and *PvC12RT1* might participate in the biosynthesis pathway of flavonoids, which possibly leads to the accumulation of plant secondary metabolites and the visible internode color variation in bamboo.

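The 16 unigenes of Supplementary Table 6, which the paper sets in the flavonoid pathway, form a list of 19 unigenes with PvCHI1, PvCHI2 and PvCHS. Of these, 18 were tested. The list holds CAD, CCR, C3H, CCoAOMT, F5H and HCT, which the paper's text does not name as flavonoid steps. C3H and PvCHI1 carry other descriptions in the paper's tables. A result over the list is therefore not one for flavonoid steps alone. Over the list, 7 of 18 unigenes were higher in the culm. The median log2 fold change was −0.085 and the mean 0.22, and the set test fry of limma pointed lower in the culm, so the mean differed in sign from the median and the test. Fry gave p = 0.879, and an exact permutation test of the median over the 10 splits of the libraries into 3 and 3 gave 0.7, where it cannot give a p under 0.1. Without PvGL, PvUF7GT and PvC12RT1, which the paper chose on these libraries, the median was −0.078, while fry of limma pointed higher in the culm (p = 0.975). The median changed its sign without sulcus replicate 3 (0.031) or culm replicate 1 (0.15). Camera, another set test of limma, gave p = 0.899 with an estimated correlation between unigenes and 0.845 with a preset one. By edgeR, 1 of the 18 unigenes, 4CL, had an unadjusted p under 0.05 (4 with the replicate number as a block: 4CL, C4H, CCR and PvPAL3), and 0 had an adjusted p under 0.05, adjusted over the list alone or over all unigenes; DESeq2 and limma voom also gave 0 over all unigenes. With the replicate number as a block, edgeR gave 2 unigenes adjusted over the list alone, 4CL and C4H, both with an adjusted p of 0.0489. In the paper's pathway GL makes prunin, UF7GT makes comosin and C12RT1 turns comosin into rhoifolin. The paper sets the expression it reports for PvGL, PvUF7GT and PvC12RT1 beside the higher contents it reports for prunin and rhoifolin in the culm. It also reports qRT-PCR of the 3 unigenes that went the same way as its transcript levels in the culm. From these results it proposes that the 3 unigenes might take part in flavonoid synthesis. This possibly leads to the accumulation of secondary metabolites and to the color difference between sulcus and culm. Its co-expression network further links PvGL and PvC12RT1 to naringenin, prunin and rhoifolin. The deposited counts hold neither the qRT-PCR nor the metabolite contents.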

### Coexpression Network Between the Metabolites and Genes

Phenotype analysis of plants in which certain metabolites and transcripts positively or negatively establish the coexpression network is valuable for illuminating the key characteristic function or trait (Hou et al., 2022). We demonstrated an integrated network using the metabolites and the expression profile of the novel genes under study by Pearson product-moment correlation analysis (Figure 3). 

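Variation in the expression of PvGL, PvPAL1, PvPAL2, PvC12RT1 and PvCHS among the 6 libraries lay mainly between replicate numbers for 4 of these 5 unigenes. Of the sum of squares of the log2 CPM of PvGL, 83.6% lay between replicate numbers and 6.70% between tissues. For PvC12RT1 the shares were 84.7% and 12.2%, for PvPAL1 53.8% and 7.61%, and for PvPAL2 51.3% and 13.7%. PvCHS had a larger share between tissues, 35.8%, than between replicate numbers, 21.7%. A grouping without meaning gives 40% between replicate numbers and 20% between tissues. The columns and the printed fold changes of Supplementary Table 1 go with different groupings of the 6 samples, and the same-numbered libraries are not independent of each other, so no correlation across the 6 libraries was computed.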

The coexpression networks indicated that *PvGL*, *PvPAL1*, *PvPAL2*, *PvC12RT1*, and *PvCHS* expression was highly correlated with naringenin, prunin, and rhoifolin contents. The *PvGL* and *PvC12RT1* genes may be the keys to the variation in bamboo internode color. The expression of the five genes was positively associated with the contents of the three detected metabolites, so these genes might promote flavonoid biosynthesis.

**FIGURE 3:**
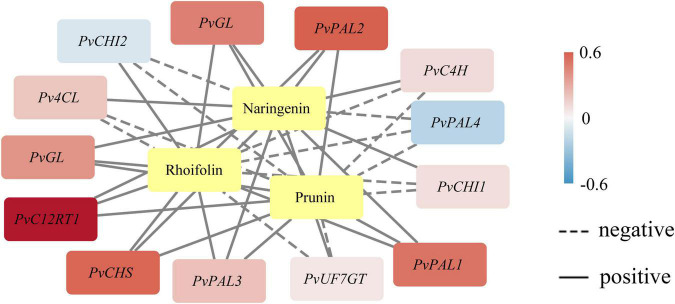
Coexpression analysis of genes related to flavonoid biosynthesis. The yellow color represents metabolites. Pearson correlation coefficients are shown by color range. Correlations between genes and metabolites are designated with black edges.

## Discussion

Recently, color variations in plants are in great demand and remain the pivotal concern to increase the aesthetic value of a place. Being an ornamental plant, *P. violascens* cv. Viridisulcata contains a colored internode culm. To disclose the regulation mechanism of colored internode in bamboo, it may facilitate genome editing to create more diverse ornamental bamboos. We used the transcriptomic and metabolomic approaches (Supplementary Figure 1) to reveal the key metabolites and genes that participate in coloration in bamboo.

This study reveals more accumulation of total flavonoids in bamboo culm, especially the contents of prunin and rhoifolin, which were expressed significantly during flavonoid biosynthesis in *P. violascens*. Prunin and rhoifolin belong to the flavanone and flavone color classes of flavonoids, respectively. Flavonoids are well-known as pigments, which accumulate in various parts of plants and display colored variations (Iwashina et al., 2008; Tadmor et al., 2010; Feder et al., 2015). Similarly, many studies demonstrated that the flavanone and flavone accumulation in plants may be the cause to introduce yellow color among various parts (Yoshida et al., 2004; Ono et al., 2006; Reis et al., 2018). For example, lemon-yellow sorghum and *Dianthus knappii* (known a source for yellow pigmentation) presented more contents of the same classes of flavonoids (Dykes et al., 2011; Zhang et al., 2021), and the colored peel in *Cucumis melo* also uncovered 10 kinds of significantly different flavanones, one of them was the prunin in yellow melon (Gatt et al., 1998). Therefore, we focused on the flavonoid pathway and speculated that the accumulation of prunin and rhoifolin might be applicable to the yellow culm of *P. violascens*.

Internode coloration attribute is witnessed in the *P. violascens*, and we determined the key genes, which can influence flavonoid biosynthesis. Notably, the flavonoid pathway is well recognized as first UF7GT converts apigenin to comosin, then C12RT1 converts comosin to rhoifolin subsequently, and prunin is catalyzed by GL from naringenin. Many reports also revealed that *GL*, *UF7GT*, and *C12RT1* may play an important role in regulating the synthesis of flavonoid biosynthesis in *Camellia sinensis* (Wang et al., 2012; Zhao et al., 2017), *Arabidopsis thaliana* (Routaboul et al., 2006), and *Lonicera macranthoides* (Chen et al., 2018). Herein, the transcriptome analysis revealed that the encoding enzymes of *PvGL, PvUF7GT*, and *PvC12RT1* genes were responsible for the biosynthesis of the flavonoid pathway in *P. violascens* were affected significantly by altering the expression profile in culm as compared to sulcus (Figure 2).

Overall, our study outcomes displayed higher expression of *PvGL*, *PvUF7GT*, and *PvC12RT1* in culm, and their high expression also probably promoted prunin and rhoifolin accumulation. Furthermore, we proposed a possible model of internode color regulation in bamboo (Figure 4). The higher expression of *PvGL*, *PvUF7GT*, and *PvC12RT1* genes possibly enhances the accumulation of the prunin and rhoifolin in culm, and both metabolites may develop yellow culm in bamboo. This study may pave the foundation for the genetic breeding of ornamental bamboo in the future.

**FIGURE 4:**
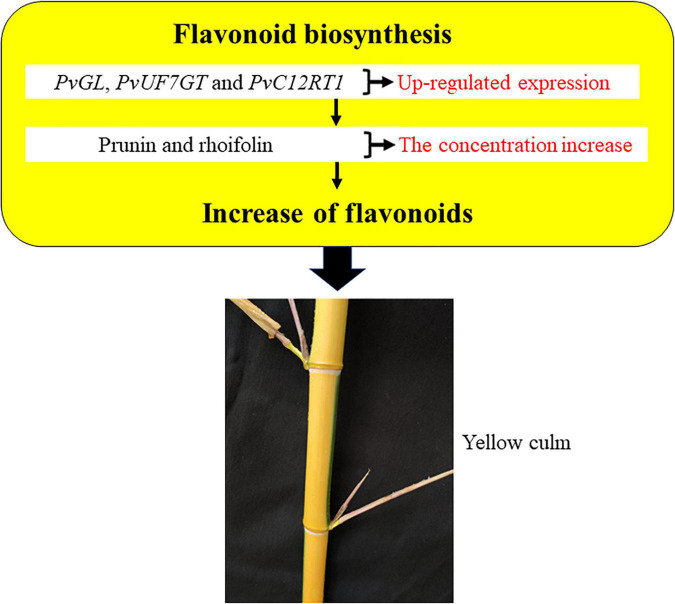
A model for flavonoid-mediated regulation of bamboo internode color variation.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found here: National Center for Biotechnology Information (NCBI) BioProject database under accession number GSE157799.

## Author Contributions

Q-XQ conceived the project and designed the experiment. DH and MFA designed the experiments and reviewed the manuscript. H-TW collected samples, extracted RNA, processed the data, and wrote the original draft. H-WL, JZ, and J-LP performed the experiments. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

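RNA from the green sulcus and the yellow culm of internodes of Phyllostachys violascens cv. Viridisulcata was sequenced as 150 bp paired-end reads, with 3 libraries of each tissue. The authors filtered the reads, assembled them de novo with Trinity and grouped the contigs with Corset, and they deposited a table of estimated counts per unigene that is not normalized and not filtered. The counting tool is not given in the sources used here. No reference genome was used, so no coordinates, strand or gene length from a genome could be added. The depth per library is given beside the paper's account of the sequencing, and a low count carries its counting error in addition to the spread between replicates.

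Counts were rounded and analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Unigenes were kept by filterByExpr with a minimum count of 10, which left 31936 of 63776. TMM factors lay between 0.949 and 1.05. The culm was compared with the sulcus by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and a unigene was called at an adjusted p under 0.05 and a log2 fold change beyond 1. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Adjusted p values printed as 1.00 are rounded. Lists of unigenes were tested with fry of limma on voom values. Single unigenes were also tested with exact permutation tests on log2 CPM, with 0.01 added to each CPM. These cannot give a two-sided p under 0.1 for 3 libraries against 3. Sign flips over 3 pairs cannot give one under 0.25 and are not reported. Principal components were computed on centred, unscaled log2 CPM, and the shares between tissues and between replicate numbers are shares of the sum of squares.

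The unigenes named in the text were set by a rule: every unigene that the paper names with an identifier in its text, Supplementary Table 6 or its primer table, the unigenes of the Photosynthesis and antenna entries of Supplementary Table 8, and in each direction the 5 unigenes with the smallest adjusted p among those called that changed the same way in all 3 pairs, of which at most 2 without annotation. The paper's values for the first 2 groups had been seen when the rule was written. Since edgeR called 0 unigenes, the last part named none, and unigenes outside the rule are marked as chosen after their values were seen. One unigene of the rule counts in the lists but is not reported singly here.

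It was checked whether the replicate numbers pair the libraries. The deviations of same-numbered sulcus and culm libraries from their tissue means correlated across unigenes at 0.713, 0.620 and 0.798 for replicates 1, 2 and 3, and those of libraries with other numbers between −0.632 and −0.0750. The pairing therefore comes from the values, since the sources used here do not say what same-numbered libraries share. Results with the replicate number as a block are given where they change a call or a count, and for some single unigenes.

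The tests were tried on simulated data for culm against sulcus with 200 changed unigenes. These were given large changes and were drawn only from unigenes without very low counts. Each design had simulated data of its own. The data without a block held no differences shared by same-numbered libraries, unlike the real libraries. The rates without a block therefore do not describe the tests on the real libraries. Without a block, over 30968 unigenes, edgeR recovered 64% of them with 13 false calls, DESeq2 85% with 105 and limma voom 62.5% with 9. With the replicate block, over 31049 unigenes, edgeR recovered 98% with 12 false calls, DESeq2 95.5% with 6 and limma voom 98% with 17. No recovered unigene had the wrong sign.

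Alternatives set before the data were examined were RLE size factors, DESeq2 with and without its filters, limma voom, no filter, a minimum count of 30, the replicate block in edgeR and DESeq2, leaving out the 20 most abundant unigenes, other thresholds, and leaving out each library in turn. For the lists, camera with an estimated correlation or a preset one of 0.01 and shorter lists were tried, and for the principal components a prior count of 0.5, the 500 most variable unigenes, no 20 most abundant unigenes and the minimum count of 30. The 6 libraries were also split in all 10 ways into 3 and 3, and the exact permutation test of the list medians over these splits was added after the results were seen. The metabolite contents of Supplementary Table 1 were used only to check the fold changes printed there. Pigment and flavonoid contents, qRT-PCR and the co-expression network were left out, because the deposited counts do not hold them, and so were the annotation counts and pathway enrichments, because no annotation of all unigenes was at hand.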

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

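Of the tests in this part, those on the scaling and on other splits of the libraries, the median of the 8 plastid unigenes alone and the block for the antenna unigenes alone were chosen only after the result was seen, as was the use of the values without 1 library and of the antenna unigenes alone against technical explanations, while these values themselves had been set as alternatives before the data were examined.

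A difference between the tissues appears in genes that the paper lists in Supplementary Table 8 but does not discuss, the 12 unigenes under Photosynthesis and Photosynthesis - antenna proteins. All 12 were lower in the yellow culm than in the green sulcus, each in 3 of 3 same-numbered pairs, with a median log2 fold change of −1.89. Fry of limma gave p = 0.000546, and an exact permutation test of the median over the 10 splits of the libraries gave 0.1, the smallest p it can give. With the replicate block fry gave p = 0.0113, and camera of limma gave p = 0.00190 with an estimated correlation between unigenes of 0.294. With the preset correlation of 0.01 camera gave 1.15e-45. That value rests on a correlation far below the estimate and adds no support. The call held under fry with and without the block and under camera with the estimated correlation. The permutation test could not pass the threshold. The direction rests on the sample labels, which give a green sulcus and a yellow culm, as do the paper's abstract and introduction; its results call culm and sulcus green and yellow, respectively, and give lower carotenoid and chlorophyll contents in the sulcus. The labels were used as given. The list was chosen by the paper as changed on these libraries, so the test gives size and direction and is no independent evidence; for the same reason the 12 unigenes with p under 0.05 adjusted over the list alone are not independent evidence.

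The 8 unigenes that match plastid genes had a median of −2.27. Among them psbM (Cluster-4806.18675) had counts of 1167, 1276 and 2574 in sulcus replicates 1 to 3 and of 83, 87 and 296 in culm replicates 1 to 3, a log2 fold change of −3.67 (standard error 0.55). The log2 fold changes of psbA, psbK, psbC, psaA, psbB and petA were −2.85, −2.61, −1.94, −1.27, −1.25 and −1.003. That of atpA (Cluster-4806.17399) was −2.79 (standard error 0.28, adjusted p = 0.238 from edgeR, 0.00201 from edgeR with the replicate block and 1.04e-14 from DESeq2). The log2 fold change of psbA moved to −1.45 without sulcus replicate 3, where its count was 245 against 39 in sulcus replicates 1 and 2. The 4 unigenes of light-harvesting antenna proteins, which are encoded in the nucleus, were lower by log2 fold changes of −2.07 (LHCB1), −1.84 (PvLhcb1.2), −1.64 (PvLhcb1.1) and −1.04 (PvLhcb2). Their counts held fractions, so reads can have been divided between them and the single values are uncertain. Counts of psaA (62.35 in culm replicate 2) and psbB (126.72 in culm replicate 1) also held fractions. Over all unigenes, edgeR gave 0 of the 12 an adjusted p under 0.05, while 12 were under 0.05 before adjustment over all unigenes; limma voom also gave 0, edgeR with the replicate block 5, DESeq2 7 and DESeq2 with the block 7. The calls with the block were all plastid unigenes: of the 4 antenna unigenes, 0 passed by edgeR with the block (adjusted p from 0.136 to 0.327) or by DESeq2 with the block (0.247 to 0.980), while 4 had an unadjusted p under 0.05 by edgeR with the block.

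Several technical explanations were weighed. A scaling error between libraries would shift all unigenes alike, but the median of the 12 lay −1.90 from that of all tested unigenes on the log2 scale, a gap that does not depend on the scaling. A single leading library was argued against by the median nearest to 0 with a library left out, −1.59 without sulcus replicate 1. Reads divided differently among the 4 listed antenna unigenes would leave their sum unchanged, but the log2 ratio of the summed CPM was −1.50. The sums were 4441 ± 1587 in sulcus and 1565 ± 633 in culm (SD, n = 3 each), with a lower sum in the culm in 3 of 3 pairs. The log2 ratio differed between pairs, at −2.53, −1.75 and −0.26 for replicates 1, 2 and 3. Antenna unigenes outside the list were not summed, so reads divided with those stay possible. Different carry-over of plastid RNA, if the libraries were selected for polyadenylated RNA, would spare the nuclear antenna unigenes, whose median was −1.74. But the paper listed these 4 unigenes as changed on these same libraries, and that choice set a median far from 0. The median therefore cannot argue against carry-over. Tested as a list of their own, the 4 antenna unigenes gave p = 0.0300 by fry of limma and 0.145 with the replicate block (exact permutation tests of each single unigene gave 0.1, the smallest p they can give), so the difference in them did not pass the threshold under the block.

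What stays open is as follows. For the 8 plastid unigenes, with their median of −2.27, different carry-over of plastid RNA and a change in expression cannot be told apart, because the sources used here do not say how RNA was selected and no library made in another way is at hand. Chance cannot be excluded by splitting the libraries: the real split was the 1 of 10 with a median this far from 0 (the others lay between 0.316 and 0.807 in size), and 10 splits cannot give a share under 0.05. A difference between green and yellow tissue in the expression of photosynthesis genes is a candidate explanation and was not tested apart from these libraries.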

How the results depend on the processing

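The alternatives named in the processing summary were set before the data were examined, apart from both DESeq2 settings with no filter on low counts, the median of the 8 plastid unigenes and the block for the 4 antenna unigenes, which were chosen after seeing the data.

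The count of unigenes past the threshold, 0 higher and 0 lower by edgeR (108 and 83 at an unadjusted p under 0.05), was also 0 in either direction with RLE size factors, limma voom, the minimum count of 30, no 20 most abundant unigenes, no fold change limit and with any 1 library left out (range 0 to 0). It was 10 higher and 18 lower by DESeq2, with or without its filters, and 0 higher and 2 lower by edgeR with no filter. Unadjusted p by DESeq2 gave 140 and 87. The added settings, DESeq2 with no filter, gave 266 and 155 at an unadjusted p and 7 and 16 at an adjusted p. The cause of these differences was not tested. The unadjusted counts of edgeR moved with the library left out. They fell for the higher unigenes without culm replicate 1, to 75 (91 lower), and rose with any other library left out: 255 higher and 219 lower without culm replicate 3, 213 higher and 124 lower without sulcus replicate 3, 163 higher and 125 lower without sulcus replicate 1, 165 higher and 110 lower without sulcus replicate 2, and 180 higher and 120 lower without culm replicate 2.

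The replicate block moved the counts to 22 higher and 19 lower in edgeR and to 65 and 31 in DESeq2, and it lowered the common biological coefficient of variation from 0.403 to 0.146. In edgeR it brought 5 of the 31 named unigenes to an adjusted p under 0.05, all plastid unigenes, and 2 unigenes of the flavonoid list when adjusted over the list alone. In DESeq2 it gave 7, of which 6 also passed without it: psbA was added (adjusted p 0.391 without and 0.000318 with the block) and PvLhcb1.2 was lost (0.0274 and 0.247). For the 4 antenna unigenes alone, the added test with the replicate block gave a median of −1.71 and fry p 0.145, no longer past the threshold. It changed no other call of the named unigenes and lists. DESeq2 without a block, with or without its filters, gave 7 named unigenes; the remaining settings gave 0 in edgeR or limma voom, leave-one-out included (0 to 0).

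Of the unigenes called, Supplementary Table 5 lists 0 of the main edgeR test, 28 of DESeq2, 2 of edgeR with no filter, 31 of edgeR with the replicate block, 153 at an unadjusted p of edgeR, 203 at an unadjusted p of DESeq2, and 421 and 23 of the added DESeq2 settings at an unadjusted and an adjusted p. The share of the first component was 77.4% with the 500 most variable unigenes and 59.4% with the minimum count of 30; that these settings keep the more variable or the more abundant unigenes is part of their construction. It was 54.7% with a prior count of 0.5 and 55.3% without the 20 most abundant unigenes.

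The photosynthesis list was lower in the culm in all 17 settings, with medians from −2.27 to −1.59, and passed the threshold in all but the antenna unigenes with the replicate block. The flavonoid list passed no threshold in 15 settings (smallest p 0.357). Its median ranged from −0.19 to 0.15 with 1 library left out, above 0 without sulcus replicate 3 (0.031) or culm replicate 1 (0.15).

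Over 29 unigenes reported singly, 378 of 429 alternative values kept direction and side of the threshold. Of the rest, 26 values of 8 photosynthesis unigenes passed it under the alternative and 25 values of 11 other unigenes changed sign. None of these 11 was called in any setting, and with 6 libraries only CCoAOMT changed sign, with −0.0028 with no filter and −0.00067 at the minimum count of 30. With 1 library left out, the log2 fold changes ranged from −0.29 to 0.042 (PvPAL1), −0.40 to 0.0021 (PvPAL2), −0.16 to 0.031 (CAD), −0.94 to 0.37 (C3H), −0.44 to 0.44 (CCoAOMT), −1.43 to 1.21 (F5H), −0.48 to 0.32 (HCT), −0.29 to 0.033 (PvCHI2), −0.63 to 0.98 (PvUF7GT), −0.56 to 0.12 (PvGL) and −0.84 to 0.022 (PvC12RT1). Their signs changed without sulcus replicate 3 for PvPAL1, PvPAL2, CAD, CCoAOMT, F5H and HCT, without culm replicate 1 for PvPAL1, PvGL, C3H, CCoAOMT, F5H and HCT, without sulcus replicate 2 for C3H, CCoAOMT, PvUF7GT, PvGL and PvC12RT1, without sulcus replicate 1 for CAD and PvUF7GT, without culm replicate 2 for F5H, and without culm replicate 3 for C3H, PvUF7GT and PvCHI2. Leaving out 1 library of a pair unbalances the replicate numbers, which held 98.2% of the variance of PvUF7GT, so these ranges include differences between replicate numbers.

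Depth limits the unigenes with few counts: F3H, with at most 12 counts in a library, was not tested, and 4CL and C4H rest on counts of 6 to 27 outside culm replicates 1 and 3.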

Differences from the paper's values

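Both DESeq2 settings with no filter on low counts named in this part were chosen only after the result was seen.

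Supplementary Table 5 lists 424 unigenes, the paper's value, of which the paper marks 266 as higher and 158 as lower in the culm. EdgeR's adjusted p gave 0, 0 and 0 (108 higher and 83 lower at an unadjusted p, 10 higher and 18 lower by DESeq2). For these 3 counts, all alternatives set before the data were examined stayed apart from the paper's values; those nearest were DESeq2 at an unadjusted p, with 140 higher and 87 lower, and edgeR at an unadjusted p. Some of these settings call unigenes that Supplementary Table 5 lists: 28 by DESeq2, 31 by edgeR with the replicate block, 2 by edgeR with no filter, and 153 and 203 at an unadjusted p of edgeR and DESeq2. DESeq2 with no filter at an unadjusted p under 0.05, a setting chosen after seeing the values, called 266 higher and 155 lower, all 421 in Supplementary Table 5, with log2 fold changes within 6.8e-05 of the paper's; it drops 3 of the paper's own items, PvGL, PvUF7GT and PvC12RT1.

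The paper's table gives 22 of its unigenes a q value under 0.05, against 0 by edgeR (440 unigenes at an unadjusted p under 0.05 with any fold change). DESeq2, with or without its filters, gave 28, and the other alternatives set before the data were examined differ from the paper's count. A count is taken here to differ from the paper's when one is more than 1.5 times the other, and a log2 fold change when the signs differ or the values lie more than its standard error apart. DESeq2 with no filter at an adjusted p, a setting chosen after seeing the values, called 23, of which 22 are those of the paper, so it drops 0 of them.

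The paper's log2 fold change of PvUF7GT is 1.47, against 0.12 here. The alternative without sulcus replicate 3 gave 0.98, which lies within its own standard error of the paper's value, and all others differ; that setting also unbalances the replicate numbers. For PvGL the paper's log2 fold change is 1.32, against −0.16, and for PvC12RT1 it is 5.43, against −0.32; for both, all alternatives set before the data were examined differ. The paper's text gives the same 3 numbers as fold changes, with those of PvGL and PvUF7GT the other way round; on that scale the ratios of culm to sulcus are 0.894 for PvGL, 1.08 for PvUF7GT and 0.801 for PvC12RT1. Supplementary Table 5 marks these 3 unigenes as lower in the culm although the log2 fold changes it prints for them are above 0, and it prints no other such unigene. The other unigenes of Supplementary Table 6 with a log2 fold change given here did not differ from the paper's log2 fold changes in the main edgeR test. Under alternatives, by more than the standard error, C4H differed with the replicate block in edgeR and DESeq2 (2.05 and 1.83), as did 4CL and C4H without culm replicate 1, PvPAL3 and C3H without culm replicate 2, and F5H without sulcus replicate 3 or culm replicate 3. By sign within the standard error, CCoAOMT differed with no filter and at the minimum count of 30, and PvPAL1, PvPAL2, CAD, C3H, CCoAOMT, F5H and HCT did with 1 library left out.

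The paper states that PvGL, PvUF7GT and PvC12RT1 were more prominent in the culm. The mean of PvUF7GT was higher in the culm, in 3 of 3 pairs, by a log2 fold change of 0.12 (standard error 0.67), while the means of PvGL and PvC12RT1 were lower in the culm. The paper also states that PvCHI1 did not change between the tissues, while its Supplementary Table 5 lists it as higher in the culm; its log2 fold change here was 1.36 (standard error 0.64, adjusted p = 1.00 from edgeR), higher in 2 of 3 pairs. For PvPAL1, PvPAL2, PvPAL3, PvCHI2 and PvCHS the paper states no change, and 0 of them passed the threshold by edgeR, DESeq2 or limma voom; by edgeR 0 had an unadjusted p under 0.05 without the replicate block and 1, PvPAL3, with it.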

Other observations

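Of the tests in this part, those on the scaling of culm replicate 1, on other splits of the libraries, on the preparation of same-numbered libraries and on the printed FPKM values were chosen only after the result was seen.

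The libraries grouped by replicate number rather than by tissue. Library size was argued against as the cause: with all libraries thinned to about the smallest total, 99.1% of the sum of squares of the first component still lay between replicate numbers. Same-numbered libraries may come from the same plant or shoot, or may have been prepared together. Of all variance, 78.8% lay between replicate numbers, which both explanations give, so they cannot be told apart without a record of what the numbers stand for.

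The counts of unigenes past the threshold were compared with those of all 10 splits of the libraries into 3 and 3. EdgeR called 0 in 10 of 10 splits. DESeq2 called 28 in the real split, and 7 of 10 splits called as many or more, between 79 and 1156 in the 6 splits that part 1 pair only and so set replicate numbers against each other. Among the 4 splits that part all 3 pairs, DESeq2 called 28 in the real split and 0 in each of the others, which mix the tissues within each group. Only the real split, 1 of 4, reached 41 calls by edgeR with the replicate block, and each of the others gave 0 (77, 90 and 72 unigenes past an unadjusted p and the fold change limit without the block, 191 in the real split). The splits alone cannot exclude chance for these counts, since neither 10 nor 4 splits can give a share under 0.05.

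Among the 41 unigenes called by edgeR with the replicate block, a few were singled out after their values were seen. Lower in the culm were Cluster-4806.44625, which matches the plastid ribosomal protein gene rpl33 (log2 fold change −3.44, adjusted p = 8.16e-05 from edgeR with the block and 0.0709 without), Cluster-4806.17342, a match of matK (−2.41, 0.000180 and 0.0649), and Cluster-4806.8299, a match of ndhD (−2.83, 0.000293 and 0.349). Higher was Cluster-4806.42073, which Supplementary Table 5 matches to a FAR1-RELATED SEQUENCE 5 protein, with counts of 3, 6 and 5 in sulcus and of 91, 74 and 74 in culm (log2 fold change 3.92, adjusted p = 0.00702 from edgeR with the block and 0.155 without), in 3 of 3 pairs. Cluster-4806.16499 was higher by 1.12 (adjusted p = 0.00702 from edgeR with the block and 1.00 without). Of 18 tested unigenes that Supplementary Table 5 matches to a plastid genome, 17 were lower in the culm. That table holds only unigenes the paper called changed on these same libraries, so the share is no independent evidence. Plastid unigenes outside it were not counted. Different carry-over of plastid RNA stays open for these unigenes, rpl33, matK and ndhD included.

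Unigenes that the paper lists as higher in the culm were often highest in 1 library. Of 266, 183 (68.8%) were highest in culm replicate 1 among the culm libraries, against 32.04% of all tested unigenes. A scaling error of that library would shift all unigenes alike. The listed unigenes that were tested, 143, lay further above the other culm libraries than all tested unigenes did, by a median log2 difference of 0.91. This argues against a scaling error as the cause for these 143. The remaining listed unigenes had too few counts to be tested, so for them it stays open. Of the 158 listed as lower, 46, 39 and 73 were highest in sulcus replicates 1, 2 and 3. No biological explanation was tested.

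The FPKM values that the paper prints in its tables were set against values computed from the deposited counts, with 1 length factor per unigene, for 112 unigenes with at least 20 counts in each library. For 109 of them the largest departure in any library was at most 0.253 on the log2 scale (median of the largest departures 0.010). The other unigenes were PvGL (1.68), PvUF7GT (1.74) and PvC12RT1 (4.25). A length factor cannot give such departures, since it is shared by the libraries of a unigene, and the smallest of the 3 was 1.68. For PvUF7GT, values standing under another library are a candidate explanation: with the paper's values of sulcus replicate 3 and culm replicate 1 exchanged, the largest departure was 0.0109. For PvGL and PvC12RT1 no order of the 6 printed values, of 720, brought it under 0.60 and 2.61. The paper's FPKM values of PvC12RT1 in culm replicates 1, 2 and 3, 63, 58 and 124, equal its deposited counts in culm replicates 1, 3 and 2. What led to these values was not tested.

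The paper's fold changes in Supplementary Table 1 were set against the metabolite contents of the same table. For 81 of 81 metabolites they lay within 1% of the mean of sulcus replicate 2, sulcus replicate 3 and culm replicate 3 divided by the mean of sulcus replicate 1, culm replicate 1 and culm replicate 2. For 0 of 81 did they lie within 1% of culm over sulcus as the columns are labelled, and for 75 they lay on the other side of 1. For prunin the paper's fold change is 5.37, and culm over sulcus as labelled is 0.637; for rhoifolin they are 2.86 and 0.440 (Com_1259_neg) and 2.84 and 0.487 (Com_2966_neg). Which labels hold was not tested.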
